A study of Homo sapiens with 4 samples.

How the data were processed

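RNA was measured in 2 human breast tumours labelled DCIS1 and DCIS2 (ductal carcinoma in situ), each by 2 assays, which gives 4 samples. One assay was single-cell RNA sequencing of a cell suspension. The other was spatial capture, in which each barcode marks a spot that can hold several cells. Each combination of tumour and assay had 1 library.

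The deposited tables hold raw counts of unique molecular identifiers (UMIs) for 33538 gene symbols per barcode, as the values themselves show. Per the labels' protocols, the suspensions were made from fresh tumours and the libraries followed a 10X Genomics Chromium 3' protocol. The labels repeat this text for the spatial samples. The aligner, genome build, annotation and barcode filters are not stated. The lowest number of genes per cell was 702 in DCIS1 and 703 in DCIS2, so the cell tables had been filtered before this work. The highest mitochondrial share of a cell was 15.0% in DCIS1 and 20.0% in DCIS2, so the limits applied before appear to have differed between the tumours. Spot positions and tissue images were not used here.

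Cells with at least 200 genes and at most 20% mitochondrial UMIs were kept, which removed 0 cells. Scrublet in scanpy 1.11.5, at an expected rate of 5%, called 0 cells of DCIS1 and 19 cells of DCIS2 (0.648%) as doublets, and these were removed. Whether few doublets were present or the caller missed them was not tested, so doublets remain open. A score of 0.25 or more, a limit chosen after the calls were seen, marked 37 and 28 cells. Spots with at least 200 UMIs were kept, which removed 4 spots of DCIS1 and 0 of DCIS2. No doublet caller was run on spots.

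Each sample was clustered alone: log-normalized values of 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, Python 3.11.15). A cell cluster took the class with the highest score over 12 fixed marker lists. The score was the mean over the markers of log2(CPM + 1), scaled over the clusters of both tumours, where CPM is counts scaled to a sum of 1e6. A cluster stayed unnamed with under 3 markers in 10% of its cells or with more markers of another class than of its own among its 10 leading genes. It also stayed unnamed at a median UMI count under 1/3 of its sample's with none of its markers among them. A first naming rule, based on fold over all other cells, left the dominant epithelial clusters unnamed. The scaled scores replaced it after those clusters were seen. Names are written "-like". Spot clusters are called regions and named by leading genes. Shares have exact binomial 95% intervals and CPM exact Poisson 95% intervals, and both cover counting error only.

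Totals of the 4 samples were compared by Pearson correlation across genes of log2(CPM + 1). Genes are not independent replicates. Counting error of these correlations came from 50 Poisson draws, shifted to have the estimate as their mean. The shift was added after the alternatives had been compared with the intervals, because the unshifted intervals of 7 correlations lay below their own estimates. With it, 1 alternative changed from within the interval to outside it. The difference between the mean of the same-tumour pairs and the mean of the same-assay pairs was defined as a summary after the pairwise values had been seen. The tumour difference was compared between assays across genes at a mean of 10 CPM or more. Spot makeup was estimated by non-negative least squares (NNLS, SciPy 1.17.1) of each spot on the mean profiles of classes with at least 10 cells in the same tumour, using 50 genes per class at 50 CPM or more. A class without a profile in its own tumour was left out. On 300 simulated spots mixed from known cells, estimated and true shares correlated at 0.936 to 0.958 over the 6 classes of DCIS1 and at 0.836 to 0.966 over the 9 classes of DCIS2. These mixtures of suspended cells carry no difference between the assays, so they do not show how accurate the estimates are on real spots.

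The assay contrast was the only comparison with replicates. UMIs were summed per sample and tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr, R 4.3.3) at a Benjamini-Hochberg adjusted p of 0.05. The design fixed before the data were examined had no tumour term. The fit with the tumour as a replicate block was an alternative, as was DESeq2 1.42.0 with and without it. The numbers pair the samples, since the labels give both assays of a number 1 tumour as source. The deviations of the paired samples from their assay means correlated at 0.661 in both tumours, a value that is identical by construction with 2 samples per assay. On 17375 simulated genes of the assay contrast with 200 changed, the fit without the block recovered 0 at any size. With the block it recovered 17 of 65 genes changed by 2 log2 units, 55 of 69 changed by 4 and 57 of 66 changed by 6, with 2 false calls.

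Gene names in the text follow a rule. For the assay contrast it takes the 5 highest and 5 lowest fitted changes among genes past the threshold, at 10 CPM or more on average and changed at least 2-fold the same way in both tumours. No gene passed without the block, so the rule was applied to the fit with the block, a change made after the result was seen. For the tumours it takes the 5 largest log2 ratios each way among genes at 100 CPM or more in luminal epithelial-like cells of either tumour, with the same sign in spots. Genes that can reflect a germline difference were never named from the tumour contrast.

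The 7 programme lists (dissociation stress, proliferation, interferon response, hypoxia, estrogen response, extracellular matrix, lymphoid aggregate) and the 12 marker lists were summarised by the median log2 ratio, spots over cells, of TMM-scaled CPM + 1. Each median was placed among 10000 random lists matched on mean expression. In a check on 15067 genes of DCIS1, 11 of 200 random lists lay over the 95th percentile unshifted, and 200 of 200 did after a shift of 2 log2 units. Lists of nuclear-retained and of cytoplasmic long non-coding RNAs were treated alike. Co-variation of a programme was its mean pairwise correlation across luminal epithelial-like cells or across spots, placed among 1000 matched lists. In a simulation on 16520 genes of DCIS2 cells, 20 of 20 lists with a planted correlation of 0.2 lay over the 99th percentile, and 0 shuffled lists did.

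Alternatives covered barcode filters, doublets, clustering, scaling, gene filters, pseudocounts, depth, profiles and, for the assay ratios, each tumour alone. Variants, copy number and genes that could identify a donor were left out, and 1 gene of the breast panel is not reported here. Alternatives and comparisons added after the data were seen were the doublet score, Spearman correlations of totals, co-occurrence at thinned depth, each luminal cluster as its own profile, and the matching of luminal clusters to regions with its 30% minimum of estimated luminal RNA.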

Results

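The data comprised 2 tumours, each measured as a single-cell suspension and as spatial spots, with 1 library per tumour and assay. The DCIS1 suspension held 3587 cells with 61148808 UMIs and a median of 16458 UMIs and 4012 genes per cell. For DCIS2, 2914 of 2933 cells were kept, with 54654716 UMIs and a median of 7746.5 UMIs and 2433 genes per cell. The DCIS1 section gave 1560 kept spots with 21728897 UMIs and a median of 4522.5 UMIs per spot. The DCIS2 section gave 965 spots with 9285729 UMIs and a median of 6349 UMIs per spot. At 1000 UMIs per barcode, the median number of genes was 601 per cell and 736.5 per spot in DCIS1, and 554 per cell and 636 per spot in DCIS2. Thinning left out 144 spots of DCIS1, 57 spots of DCIS2 and 0 cells. Because each group was 1 library, differences between the tumours had no replicate check and no test.

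The classes of the suspended cells differed in share between the tumours. In DCIS1, 76.4% of cells were epithelial-like (exact binomial 95% interval 75.02% to 77.82%), 6.52% immune-like and 3.35% stromal-like. A further 13.7% of DCIS1 cells, 491 cells in 2 clusters, stayed unnamed. In DCIS2, 41.8% of cells were epithelial-like (39.97% to 43.58%), 54.5% immune-like and 3.71% stromal-like. Unnamed clusters entered these shares differently: 218 unnamed cells of DCIS2 counted as epithelial-like at the broad level, while the 491 of DCIS1, whose highest class score was also luminal epithelial, did not. T or NK-like cells made up 3.40% of DCIS1 cells and 41.0% of DCIS2 cells. In DCIS1, 101 of them lay in a cluster that scored 0.846 for T or NK and 0.837 for mast. The DCIS1 share may thus include mast cells. No cluster of DCIS1 was B-like, so B-like cells were 0 of 3587, against 6.69% in DCIS2. By a limit of 3 counts of the total, 0 of 3587 allows a share of up to 0.0836%, for counting error only, and it does not limit B cells lying inside other clusters. Plasma-like cells were likewise 0 of 3587 in DCIS1 and 0.618% of cells, 18 cells, in DCIS2. Cell shares depend on the mitochondrial limits applied before this work, which appear to have differed. Among the alternatives, Leiden resolution 0.5 moved the epithelial share of DCIS1 most, to 67.2%, and the stricter barcode filter moved that of DCIS2 most, to 34.1%. The T or NK share of DCIS1 was 2.06% at resolution 2 and that of DCIS2 46.3% with the stricter filter, the B share of DCIS2 was 3.91% at resolution 0.5, and its plasma share 0.995% with 15 principal components. Epithelial-like cells remained the larger share in DCIS1 under every alternative run.

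The study joins both assays of a tumour, so the sample totals were compared first. Across 26253 genes, the Pearson correlation of log2(CPM + 1) between cells and spots was 0.941 in DCIS1 and 0.944 in DCIS2. Between the tumours it was 0.913 for cells and 0.940 for spots. The crossed pairs gave 0.886 for DCIS1 cells with DCIS2 spots and 0.907 for DCIS1 spots with DCIS2 cells. The mean of the same-tumour pairs exceeded the mean of the same-assay pairs by 0.0163, and by 0.0812 when only genes at 10 CPM or more were used, the alternative that moved it most. Over all genes, the spots of both tumours correlated about as closely with each other as with the cells of their own tumour. At genes of 10 CPM or more they did not, with 0.744 for spots with spots against 0.822 and 0.797 for cells with spots of DCIS1 and DCIS2.

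The difference between the tumours was then compared between the assays. Across 9637 genes, the log2 ratio of DCIS1 over DCIS2 in cells and in spots correlated at r = 0.695, and 68.5% of genes had the same sign. Spearman correlation, the alternative that moved the value most, gave 0.638. Of the 3695 genes that differed by at least 2-fold in cells, 2972 (80.4%) had the same sign in spots. Of the 1461 genes that differed by at least 2-fold in both assays, 1403 (96.0%) had the same sign.

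Named by the rule for the tumour contrast, SERPINA6, RAMP1, BEX1, AC104793.1 and MRPS30-DT were higher in DCIS1. SERPINA6 had 324 CPM in luminal epithelial-like cells of DCIS1 and 0 UMIs in those of DCIS2, at least 3869-fold higher against a floor of 3 counts in that class. AC104793.1 had 189 CPM in DCIS1 cells and 0 UMIs in DCIS2 cells, at least 2257-fold higher by the same floor, and at least 681-fold higher in spots. Whether this clone-named gene shares reads with overlapping genes was not tested. CXCL17, TCIM, C2CD4B, TFAP2B and CPB1 were higher in DCIS2. CXCL17 had 559 CPM in DCIS2 cells and 0.906 CPM in DCIS1 cells, and 1079 against 0.368 CPM in spots. TFAP2B differed 261-fold in cells and 372-fold in spots. TCIM differed 451-fold in cells but 1.58-fold in spots, and CPB1 386-fold in cells but 8.42-fold in spots, where it rested on 18 and 5 UMIs.

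The assays were compared by the edgeR test with 2 tumours per assay. It called 0 of 17871 genes at an adjusted p of 0.05 without the tumour as block, where the lowest adjusted p was 0.501 and 1641 genes had an unadjusted p under 0.05. With the tumour as a replicate block, edgeR called 1880 genes, 921 higher in spots and 959 higher in cells. DESeq2 called 432 genes without the block and 1718 with it. The biological coefficient of variation was 0.694 without the block and 0.411 with it. Without regard to a test, 1254 genes at 10 CPM or more changed by at least 2-fold the same way in both tumours, 481 higher in spots and 773 higher in cells. The median log2 fold change over all tested genes was −0.13 with TMM scaling and 0.39 with library totals only, so single changes are relative to that shift.

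The genes with the largest fitted changes were taken from the fit with the block, which has few residual degrees of freedom. Each SE was derived from the test's F, so neither it nor the adjusted p measures the spread between the tumours. IGLC3, CTSG, CPA3, IGHG3 and IGHG4 were the highest in spots, and AC058791.1, AC016831.5, MALAT1, IRF9 and FAM215B the lowest. CTSG had a log2 fold change of 8.45 (SE 0.81, edgeR adjusted p 2.3e-21 with the block and 0.501 without it, range over all settings 2.3e-21 to 0.589), resting on 3 UMIs in the cells of each tumour and 1889 and 49 UMIs in spots. MALAT1 had a log2 fold change of −6.27 (SE 0.95, edgeR adjusted p 1.4e-08 with the block, range over all settings 1.1e-12 to 0.589). Its TMM-scaled CPM fell from 162330 in cells to 1483 in spots in DCIS1 and from 55376 to 1014 in DCIS2. IGLC3 had a log2 fold change of 8.62 (SE 0.95, edgeR adjusted p 3.7e-16 with the block, range over all settings 3.7e-16 to 0.687), resting on 2 UMIs in DCIS1 cells. Without the block its log2 fold change was 5.92, and over all settings it ranged from 5.26 to 9.48. IGHG3 and IGHG4 were likewise lower without the block, at 5.67 and 4.91 against 8.12 and 7.26. The immunoglobulin genes have near-identical copies, so their single values are uncertain. Whether AC058791.1 and AC016831.5, which carry clone names, share reads with overlapping genes was not tested. The other 7 genes changed by between −7.36 and 8.19 log2 units, in the same direction in both tumours. Per tumour, the log2 ratio of TMM-scaled CPM + 1 was 8.74 in DCIS1 and 5.83 in DCIS2 for IGLC3. For CTSG it was 6.02 and 2.43, and for MALAT1 −6.77 and −5.77.

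The fixed gene lists were compared between assays within each tumour. Dissociation stress genes were lower in spots, with a median log2 ratio of −1.71 in DCIS1 and −2.10 in DCIS2, below all 10000 matched lists in both. Higher in spots were 0 of 18 of these genes in DCIS1 and 1 of 18 in DCIS2. The extracellular matrix list was higher in spots, at 4.41 in DCIS1 and 1.57 in DCIS2, above all matched lists. The estrogen response list gave −0.64 (percentile 78.0) and −1.28 (percentile 0.00), and the hypoxia list −0.19 (percentile 80.3) and −0.47 (percentile 7). With genes at or below 3 UMIs at their bound, the hypoxia median of DCIS2 was −0.36. The interferon response list gave −0.61 (percentile 31) and −0.01 (percentile 66.7). Proliferation gave −0.57 (percentile 9.18) and 0.65 (percentile 99.4), and lymphoid aggregate 0.32 (percentile 85.5) and −0.28 (percentile 21.6). The alternative that moved the mean over tumours of dissociation stress most was scaling by library totals only, at −1.39 against −1.91, and it changed the sign of the mean of interferon response to 0.20 from −0.31.

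Among the marker lists, plasma was higher in spots by 4.09 in DCIS1 and 2.39 in DCIS2, mast by 3.90 and 2.18, fibroblast by 3.87 and 1.30, pericyte or smooth muscle by 3.24 and 1.78, endothelial by 2.09 and 1.90, and adipocyte by 1.42 and 1.67. Myeloid gave 0.99 and −0.82, T or NK −0.12 and −1.21, B 0.44 and −0.39, luminal epithelial −1.27 and −0.40, basal epithelial 0.52 and 0.29, and plasmacytoid dendritic 0.12 and 0.08, each in DCIS1 and DCIS2. The adipocyte, pericyte or smooth muscle, mast, plasma, B and plasmacytoid dendritic lists included genes with 3 or fewer UMIs in a sample.

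**Figure D1:**
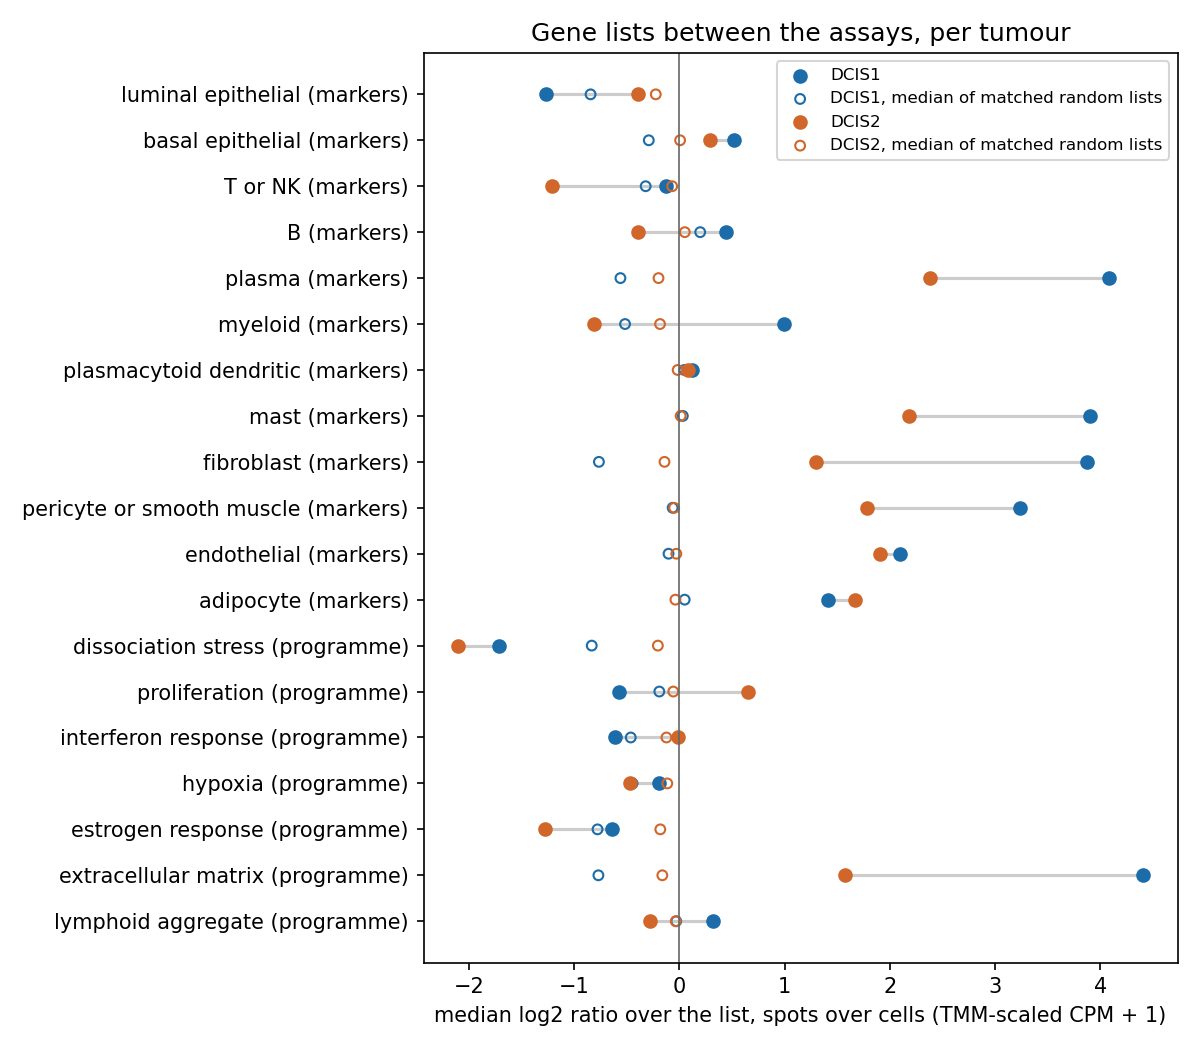
Median log2 ratio, spots over cells, of TMM-scaled CPM + 1 for each marker list and programme, as filled points per tumour, with the median of matched random lists as open points. Dissociation stress lies at −1.71 and −2.10, and the extracellular matrix list at 4.41 and 1.57.

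The makeup of the spots was estimated by NNLS on the cell classes of the same tumour. In DCIS1, the mean estimate over spots was 65.2% luminal epithelial, 13.7% fibroblast, 6.92% endothelial, 6.28% myeloid, 4.15% basal epithelial and 3.83% T or NK. The cells of these classes held 95.9%, 0.520%, 0.893%, 1.56%, 0.468% and 0.664% of the named cells' UMIs. In DCIS2, the estimate was 61.0% luminal epithelial, 11.2% plasma, 6.97% myeloid, 6.24% fibroblast, 5.69% endothelial, 4.03% T or NK and 1.67% B. The matching shares of the named cells' UMIs were 73.3%, 1.02%, 8.72%, 2.40%, 1.004%, 11.1% and 1.94%. The other classes with a profile were pericyte or smooth muscle, at 2.58% against 0.355%, and plasmacytoid dendritic, at 0.556% against 0.208%. The shares of the named cells' UMIs weight cells by UMIs, while the estimates weight spots equally. Weighted by spot UMIs, the DCIS2 estimate was 74.6% luminal epithelial and 2.45% fibroblast, close to the cells, with plasma at 8.75% and T or NK at 3.43%. In DCIS1 it was 77.4% luminal epithelial and 7.91% fibroblast. The plasma profile of DCIS2 rested on 18 cells. The T or NK profile of DCIS1 included the cluster of 101 cells that scored nearly as high for mast. Classes without a profile in their own tumour are missing from these estimates. So are the unnamed clusters, which held 7.82% of the cells' UMIs in DCIS1 and 10.6% in DCIS2, so their RNA can be given to other classes. A DCIS2 region led by MMP7, LTF and KRT6B had an estimate of 87.7% luminal RNA. MMP7 and LTF were also among the leading genes of an unnamed DCIS2 cluster. With the profile of the other tumour added, basal epithelial took 9.93% of DCIS2 spot RNA, and pericyte or smooth muscle 3.51% of that of DCIS1. The alternative that moved the luminal epithelial estimate most was this weighting in DCIS1, and the class profiles of the other tumour in DCIS2, at 38.1%.

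**Figure D2:**
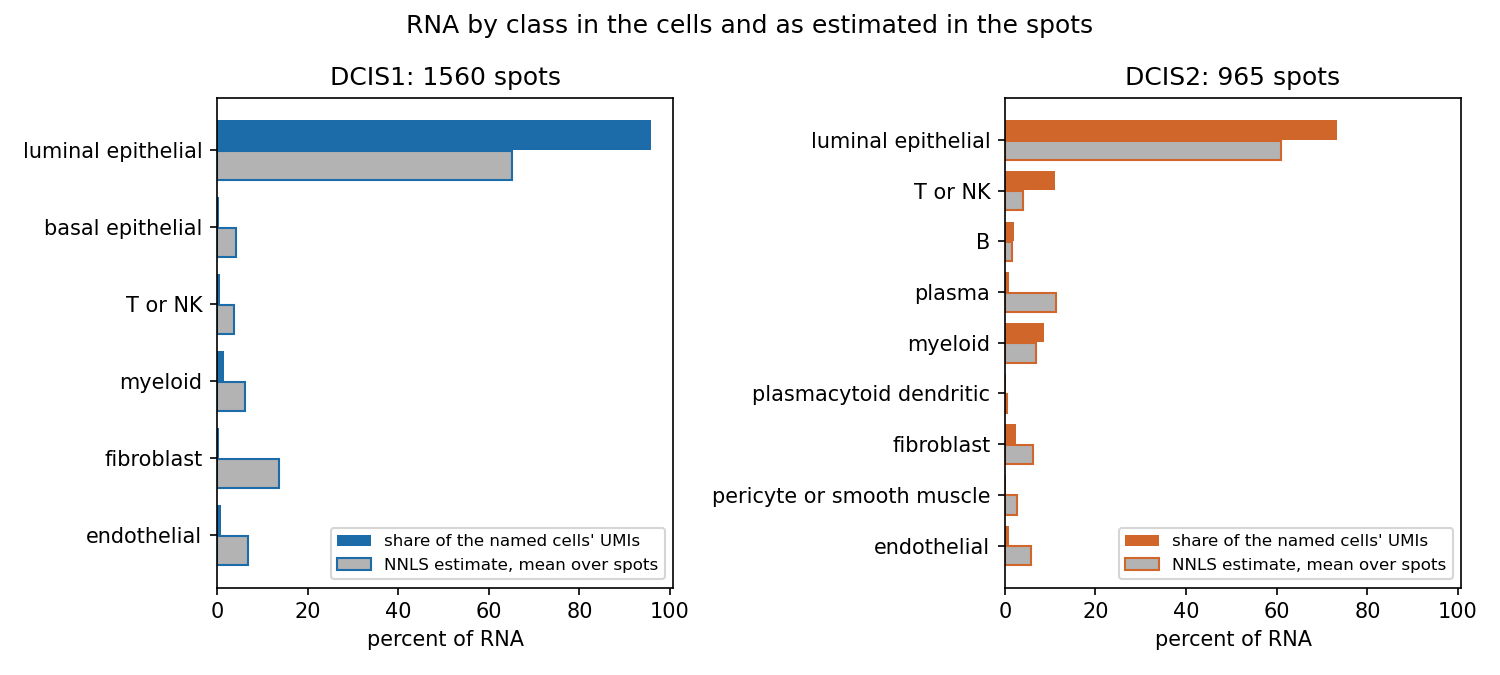
Percent of RNA by class in each tumour, as the share of the named cells' UMIs (coloured bars) and as the unweighted mean NNLS estimate over 1560 and 965 spots (grey bars). Fibroblast RNA is 0.520% of the named cells' UMIs and 13.7% of the spot estimate in DCIS1, and plasma RNA 1.02% and 11.2% in DCIS2.

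The spots formed 14 regions in DCIS1 and 11 in DCIS2. In DCIS1, the region led by G0S2, PLIN1 and ADIPOQ held 2.56% of spots, and the region led by FN1, POSTN and COL1A1 held 6.92%. In DCIS2, the region led by LTB, CCL19 and IL7R held 5.28% of spots with an estimate of 25.1% T or NK RNA, and the region led by GPNMB, FTL and IGHD held 11.4% with 29.5% plasma RNA. Across spots, the estimated T or NK share correlated with the myeloid share at a Spearman coefficient of 0.277 in DCIS1 and 0.399 in DCIS2. With the luminal epithelial share it correlated at −0.452 and −0.420, and with the B share at 0.293 in DCIS2. Estimated shares sum to 1, which favours negative coefficients between classes. On marker UMIs of spots thinned to 1000 UMIs, the T or NK and luminal epithelial coefficient was −0.121 in DCIS1, the largest move of these coefficients, and −0.289 in DCIS2.

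Whether genes that vary together between cells also vary together between spots was asked with the same programmes. Across luminal epithelial-like cells, the mean pairwise correlation of proliferation genes was 0.485 in DCIS1 and 0.611 in DCIS2. Across spots it was 0.0442 and 0.113, and it lay above all 1000 matched lists in all 4 samples. Extracellular matrix genes gave 0.327 and 0.421 across spots, also above all matched lists. Hypoxia genes lay above all matched lists across cells in both tumours, but at percentiles 83.5 and 74.2 across spots. At 1000 UMIs these became percentiles 28.8 in DCIS1, the largest move, and 61.0 in DCIS2. Dissociation stress genes lay at percentile 99.9 in DCIS1 spots and 46.3 in DCIS2 spots, where thinning to 1000 UMIs gave 99.9. Proliferation genes in thinned spots lay at percentiles 97.6 and 97.1. Across spots at an estimate of 0.5 or more luminal RNA, hypoxia genes lay at percentiles 96.2 in DCIS1 and 81.5 in DCIS2, dissociation stress genes at 63.7 and 40.2, and estrogen response genes at 46.3 and 97.1, against 99.3 and 100 across all spots. Across luminal epithelial-like cells, estrogen response genes lay at percentile 78.9 in DCIS1, or 99.4 at 1000 UMIs, and above all matched lists in DCIS2.

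Over the pairs of the most variable genes among luminal epithelial-like cells, the pair correlation across cells was compared with that across spots. These values correlated at 0.221 for DCIS1 cells and spots and at 0.281 for DCIS2 cells and spots. The crossed pairs gave 0.0969 for DCIS1 cells with DCIS2 spots and 0.106 for DCIS2 cells with DCIS1 spots. Thinning to 1000 UMIs moved them most, to 0.161 and 0.201 within tumours, which stayed above 0.0545 and 0.0562 for the crossed pairs. Intervals were set by the number of genes, 187 for DCIS1 cells and 185 for DCIS2 cells, as if genes were independent. Before thinning, they were 0.0802 to 0.353 within DCIS1 and 0.143 to 0.409 within DCIS2. Those of the crossed pairs were −0.0473 to 0.237 and −0.0391 to 0.246. These intervals overlap, but the compared values share cells and gene pairs, so the overlap does not test their order. The order of within-tumour and crossed pairs thus stays without a test.

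The breast panel was read in luminal epithelial-like cells and in all spots. ESR1 had 187 CPM in cells and 388 in spots of DCIS1, and 155 in cells but 5.92 in spots of DCIS2 (exact Poisson 95% interval 4.46 to 7.71). PGR had 39.996 and 76.1 CPM in DCIS1, and 50.1 and 1.62 in DCIS2, where the spots held 15 UMIs. ERBB2 had 79.8 and 263 CPM in DCIS1, and 728 and 2317 in DCIS2. KRT14 had 10.0 and 103 CPM in DCIS1, and 159 and 97.7 in DCIS2. Using all cells changed the sign of the tumour log2 ratio in cells to 0.17 for PGR, from −0.32, and to 0.34 for FOXA1, from −0.20. Using spots at an estimate of 0.5 or more luminal RNA changed that of KRT14 in spots to −0.17, from 0.07. The counting interval of the 0.07 was −0.037 to 0.186, so it had no direction beyond counting error.

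**Figure D3:**
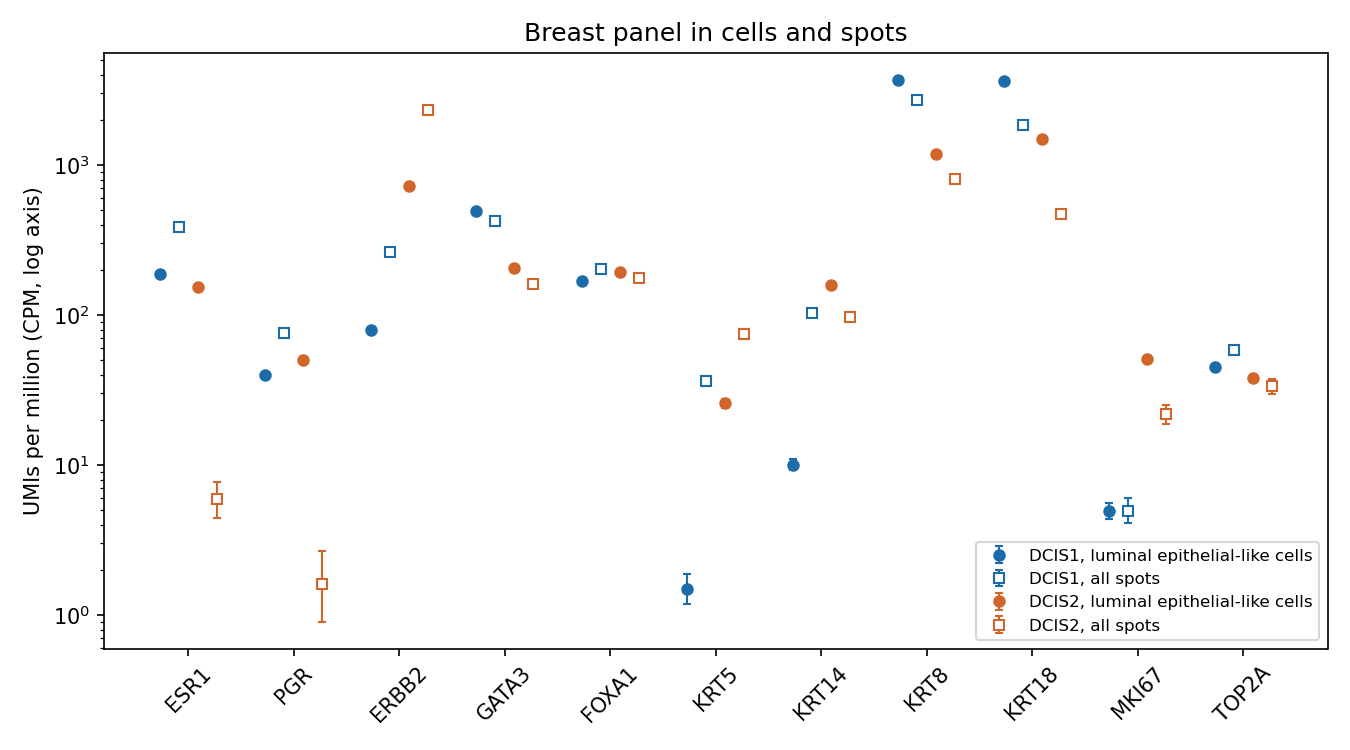
CPM on a log axis for 11 panel genes in luminal epithelial-like cells (circles) and all spots (squares) of each tumour, with exact Poisson 95% intervals as bars. ESR1 lies at 155 CPM in DCIS2 cells and 5.92 in DCIS2 spots, and at 187 and 388 in DCIS1.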

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

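Tests of the ESR1 pattern on the leading genes, capture and dilution were chosen only after the result was seen. The following results moved in opposite directions between the assays in the 2 tumours. With 1 library per tumour and assay, none of these differences between tumours was tested. No size limit was applied to them. The tumours themselves differ, and this stays open for each.

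ESR1 was higher in spots than in luminal epithelial-like cells of DCIS1, with a log2 ratio of 1.06, and lower in DCIS2, at −4.71. PGR moved likewise, at 0.93 and −4.95. Poor capture of ESR1 by the spatial assay is argued against by the 1.06 of DCIS1. Dilution by other cell types is argued against by counts: the estimated luminal shares would give 1072 ESR1 UMIs in DCIS2 spots, 19.5 times the 55 observed. In DCIS2 suspension, 5431 of the 5544 ESR1 UMIs of luminal epithelial-like cells lay in 1 cluster, which held 48.0% of those cells. The 50 leading genes of that cluster, with the panel left out, had a median log2 ratio of −1.89 in spots, below the −1.37 to 0.53 of the other luminal clusters. A cluster with 5.55 CPM of ESR1 gave the −1.37, so a low ratio was not limited to the ESR1-high cluster. With each luminal cluster as its own NNLS profile, that cluster took 1.75% of the spots' luminal estimate against 32.1% of the luminal cells' UMIs. A cluster with 1247 CPM of ERBB2 took 72.7% against 28.9%, while another with 1466 CPM took 12.03% against 16.6%. Falls were not specific to the ESR1-high cluster, since in DCIS1, where ESR1 was higher in spots, clusters fell from 18.0% to 3.64% and from 14.9% to 3.22%. A candidate explanation is that the section held little of the ESR1-high population of the suspension. Whether section and suspension came from different parts of the tumour was not tested, and the second test reads the same transcripts as the first.

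The proliferation list gave a log2 ratio of −0.57 in DCIS1 and 0.65 in DCIS2. Against luminal epithelial-like cells alone, on library totals, DCIS2 spots gave 0.47, at percentile 85.1 of matched lists, where all cells had given 99.4. This lies within the middle 90% of matched lists, so dilution of the DCIS2 suspension by immune-like cells cannot be told apart from other explanations. On that scale DCIS1 gave 0.12, at percentile 1.19. Its sign follows from the scale, since the TMM factors of DCIS1 were 0.726 for cells and 1.28 for spots, so only the position among matched lists can be set beside that of DCIS2. Among single genes, MKI67 gave 0.00 (counting interval −0.32 to 0.33) and −1.23, and TOP2A 0.37 and −0.19, against luminal epithelial-like cells. The 0.00 of MKI67, printed in full as 0.00362, has no direction beyond counting error.

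The myeloid list gave 0.99 in DCIS1 and −0.82 in DCIS2. The NNLS estimate of the spots lay 4.72 percentage points above the share of the named cells' UMIs in DCIS1 and at −1.75 points from it in DCIS2. The direction in DCIS2 depended on the profiles: against 8.72% of the named cells' UMIs, the myeloid estimate was 11.4% with the other tumour's profiles and 4.94% when weighted by spot UMIs. Another share of myeloid cells in suspension and section may explain this, but the estimate rests on the same transcripts, so it cannot be told apart from other changes in those genes.

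The B list gave 0.44 in DCIS1 and −0.39 in DCIS2, at percentiles 70.7 and 15.3 of matched lists. The lymphoid aggregate list gave 0.32 and −0.28, at percentiles 85.5 and 21.6. All 4 values lie within the middle 90% of matched lists. No technical or biological explanation was tested for either list.

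KRT14 gave 3.36 in DCIS1 and −0.70 in DCIS2 against luminal epithelial-like cells. Basal epithelial-like cells lie outside that class in DCIS1, and all DCIS1 cells together had 49.2 CPM against 103 in spots. In DCIS2, clusters with 218 cells that were epithelial-like but unnamed lay outside it, and all cells together had 319 CPM against 97.7 in spots. FOXA1 gave 0.27 and −0.13. In spots at an estimate of 0.5 or more luminal RNA it was above luminal epithelial-like cells in both tumours, at 225 against 169 CPM in DCIS1 and 215 against 194 in DCIS2, so the opposite direction held over all spots only. KRT14 in such spots of DCIS2 was 115 against 159 CPM. No technical or biological explanation was tested for KRT14 or FOXA1.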

How the results depend on the processing

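Alternatives chosen only after the result was seen were the Spearman correlations of totals and of the tumour difference, the co-occurrence at thinned depth and the doublet score. The cause of the moves below was not tested except where stated.

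In the assay contrast, edgeR called 0 genes (1641 at an unadjusted p under 0.05), and again 0 with library totals only, DESeq2 size factors, mitochondrial and ribosomal protein genes left out, all deposited barcodes and the stricter filter. With the tumour as a replicate block it called 1880. DESeq2 called 432, DESeq2 with the replicate block 1718, and edgeR with no filter on low counts 325 of 26253 genes (132 higher in spots, 193 in cells). On simulated data, the edgeR fit without the block recovered 0 changed genes, so its 0 calls do not show that genes are unchanged. Median shifts over genes were −0.13 with TMM, 0.39 with library totals and −0.09 with DESeq2 size factors. The 10 named genes kept their direction in all 90 alternative values. Leaving out a tumour left 1 sample against 1, with no residual degrees of freedom and no count.

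Of the list ratios (mean of both tumours), scaling by library totals gave −1.39 for dissociation stress, −0.0255 for hypoxia, −0.44 for estrogen response and, with a changed sign, 0.20 for interferon response. A pseudocount of 5 CPM gave −0.0399 for lymphoid aggregate, from 0.02. Leaving out each tumour in turn gave ranges of −2.10 to −1.71 for dissociation stress, −0.57 to 0.65 for proliferation, −0.61 to −0.01 for interferon response, −0.47 to −0.19 for hypoxia, −1.28 to −0.64 for estrogen response, 1.57 to 4.41 for extracellular matrix and −0.28 to 0.32 for lymphoid aggregate. The sign of proliferation and of lymphoid aggregate thus rested on 1 tumour.

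The epithelial share of DCIS1 cells was 81.6% with the stricter filter, 67.2% and 73.7% at Leiden resolution 0.5 and 2, and 71.1% with 15 principal components. Its immune share was 5.19% at resolution 2. In DCIS2 the stricter filter gave 34.1% epithelial and 61.8% immune. The other 35 values of epithelial, immune and stromal shares stayed within their counting intervals. The unnamed share of DCIS1, 13.7%, was 7.99% with the stricter filter, 22.9% and 17.7% at resolution 0.5 and 2, and 19.0% with 15 principal components.

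All 30 alternatives for the 6 pairwise correlations of totals moved beyond counting error, between 0.614 and 0.943. The difference between same-tumour and same-assay means, 0.0163, stayed positive: 0.0812 for genes at 10 CPM or more, 0.0134 and 0.0187 with pseudocounts of 0.1 and 10 CPM, 0.0174 without mitochondrial and ribosomal protein genes and 0.0122 by Spearman. The correlation of the tumour difference, 0.695, was 0.638 by Spearman, 0.666 and 0.730 at minimums of 1 and 50 CPM, 0.709 and 0.682 with pseudocounts of 0.1 and 10 CPM, 0.698 without mitochondrial and ribosomal protein genes and 0.691 without the genes never named. All 7 lay outside the counting interval.

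Estimated shares of spot RNA in DCIS1, weighted by spot UMIs, were 77.4% luminal, 3.17% T or NK and 7.91% fibroblast. They were 66.4%, 1.14% and 14.5% with 25 genes per class, 63.2%, 3.53% and 14.4% with 100, and 70.9%, 1.15% and 7.74% with profiles of the other tumour. In DCIS2, weighting gave 74.6% luminal, 3.43% T or NK, 8.75% plasma and 2.45% fibroblast. With 25 genes per class, luminal was 59.0% and plasma 15.1%. With 100, luminal was 64.9%, T or NK 2.94%, plasma 9.92% and fibroblast 6.99%. Profiles of the other tumour gave 38.1% luminal, 9.15% T or NK and 18.7% fibroblast. That profile set lacks plasma cells by construction.

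The T or NK and luminal coefficient of DCIS1 was −0.509 by Pearson, −0.153 on marker CPM, −0.121 on thinned markers and −0.370 with the other tumour's profiles. In DCIS2 it was −0.314 on marker CPM and −0.289 on thinned markers. T or NK with myeloid was 0.177 on thinned markers in DCIS1, and in DCIS2 0.230 by Pearson, 0.320 on marker CPM and 0.255 on thinned markers. T or NK with B in DCIS2 was 0.356 on marker CPM and 0.175 on thinned markers. T or NK with fibroblast in DCIS2, 0.113, changed sign to −0.0449 by Pearson and −0.00658 on marker CPM. The gene-pair values stayed within their intervals in all 12 alternatives.

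For the panel, PGR and FOXA1 changed sign to 0.17 and 0.34 in all cells, and KRT14 to −0.17 in luminal spots. The KRT14 value over all spots had no direction beyond counting error. In DCIS2 spots PGR rested on 15 UMIs and ESR1 on 55, a low level of these genes, since ERBB2 had 21514 UMIs in the same spots. Depth limits the comparisons at 1000 UMIs, which left out 144 and 57 spots.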

Other observations

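Tests chosen only after the result was seen were that of mast cell genes and the matching of luminal clusters to regions. The latter, with its 30% minimum of estimated luminal RNA, was not planned.

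MALAT1 took 11.8% of the UMIs of DCIS1 cells and 5.30% of those of DCIS2 cells, against 0.189% and 0.114% of those of spots. Damaged cells are argued against as the whole cause: the 25% of cells with the most UMIs still held 9.51% and 4.79%, at least 41.9 times the share of the spots of the same tumour. The 25% of cells with the fewest UMIs held 25.2% and 9.12%, so a contribution of such cells stays open. Poorer entry of nuclear RNA into spots may contribute. The list of other nuclear-retained RNAs, 9 of 13 genes found, had a median log2 ratio of −0.05 in DCIS1 (percentile 56.2) and −1.32 in DCIS2 (percentile 0.09). The cytoplasmic list, 6 of 12 genes found, gave −0.64 (percentile 67.0) and −0.69 (percentile 9.69). The nuclear list of DCIS1 held genes going both ways. NEAT1 gave −2.95 and −3.45 in DCIS1 and DCIS2, KCNQ1OT1 −3.03 and −5.12, PVT1 −1.55 and −1.32 and PAXIP1-AS1 −1.24 and −0.29, while MEG3 gave 2.29 and −0.08, HOTAIRM1 0.98 and −2.38 and MIAT 0.82 and −0.42. The DCIS1 median fell on CDKN2B-AS1, at 1.31 CPM in cells. Such a median decides nothing, so nuclear retention cannot be told apart from other explanations. Whether MALAT1 reads were counted differently between the assays was not tested.

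Immunoglobulin RNA was higher in spots in both tumours. Splitting of reads among near-identical genes is argued against, since the sum over 17 constant-region genes was higher by 8.65 log2 units in DCIS1 and 3.08 in DCIS2. Fewer plasma cells among the suspended cells than in the sections may explain it: the 4 plasma markers that are not immunoglobulin genes had a median of 1.70 in DCIS1 and 2.39 in DCIS2. MZB1 in DCIS1, at −0.71, was an exception. Plasma-like cells were 0 in DCIS1 and 18 in DCIS2.

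Mast markers had a median of at least 2.18 in both tumours. CPA3 rested on 4 and 2 UMIs in cells, and TPSAB1 on 235 and 6. KIT in DCIS2, at −1.43, was an exception. No cluster was mast-like. However, a T or NK-like cluster of 101 DCIS1 cells scored 0.837 for mast against 0.846 for T or NK. Mast cells may thus lie inside that cluster. Loss of mast cells before or during filtering of the cell barcodes cannot be told apart from other explanations, since barcodes outside the tables were not used here. No biological explanation was tested for it.

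Dissociation stress genes stayed lower when only luminal epithelial-like cells were set against spots at 90% or more estimated luminal RNA, at −2.0004 in DCIS1 (172 spots) and −2.15 in DCIS2 (241 spots), percentile 0.0 of matched lists in both. A difference in the share of the luminal class is argued against by this, but a difference in makeup within that class is not. In DCIS2, the ESR1-high luminal cluster held 32.1% of the luminal cells' UMIs and 1.75% of the luminal estimate over all spots. Whether the cells responded to dissociation was not tested, and the assays also differ in chemistry and tissue handling, which the design does not separate.

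The DCIS1 region led by G0S2, PLIN1 and ADIPOQ had an estimate of 52.1% luminal RNA, although the profiles hold no adipocyte class. Misassigned adipocyte RNA is argued against as the whole source: its luminal markers stood at 59.0% of those of the region with the highest estimate, against 56.2% needed.

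Luminal clusters were matched to regions by the correlation of fold profiles over 500 genes. The best region of the own section gave the higher correlation for 8 of 9 clusters in DCIS1 (0.165 to 0.654, against 0.0676 to 0.305 in the other section). In DCIS2 it did so for 4 of 5 clusters (0.210 to 0.441, against 0.156 to 0.320). The ESR1-high cluster of DCIS2 was the exception there, at 0.210 against 0.239. The sections gave 13 and 9 regions to choose from, which favours a high maximum in DCIS1, and the matching has no test.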
